# Ptbp1 is not required for retinal neurogenesis and cell fate specification

**DOI:** 10.7554/eLife.108331

**Published:** 2025-12-04

**Authors:** Haley Appel, Rogger P Carmen-Orozco, Clayton P Santiago, Thanh Hoang, Seth Blackshaw

**Keywords:** neurogenesis, RNA splicing, cell fate specification, conditional mutant, retina, Mouse

## Abstract

The RNA-binding protein Ptbp1 has been proposed as a master regulator of neuronal fate, repressing neurogenesis through its effects on alternative splicing and miRNA maturation. While prior studies using RNA interference suggested that Ptbp1 loss promotes neurogenesis, recent genetic studies have failed to replicate glia-to-neuron conversion following *Ptbp1* loss of function. To evaluate the role of Ptbp1 in developmental neurogenesis in vivo, we conditionally disrupted *Ptbp1* in mouse retinal progenitors. Ptbp1 was robustly expressed in both retinal progenitors and Müller glia but absent from postmitotic neurons, and efficient loss of function in mutant animals was confirmed using immunostaining for Ptbp1. Furthermore, bulk RNA-seq at E16 revealed accelerated expression of late-stage progenitor and photoreceptor-specific genes and altered splicing patterns in *Ptbp1* mutants, including increased inclusion of rod photoreceptor-specific exons. However, we observed no defects in retinal lamination, progenitor proliferation, or cell fate specification in mature retina. ScRNA-seq of mature mutant retinas revealed only modest transcriptional changes which partially recapitulate alterations seen following selective deletion of *Ptbp1* in mature glia. Our findings demonstrate that Ptbp1 is dispensable for retinal cell fate specification and suggest that its proposed role as a central repressor of neurogenesis should be reevaluated.

## Introduction

Control of neurogenesis in progenitor cells of the developing CNS involves an elaborate interplay between negative and positive regulators. Neurogenic bHLH factors such as Ascl1 and Neurog2 induce neural progenitors to undergo terminal neurogenic divisions, while inhibitory factors such as components of the Notch pathway and NFI family transcription factors promote proliferative divisions and gliogenesis (Clark et al., 2019; Hufnagel et al., 2013; Keeley et al., 2023; Lyu et al., 2021; Yaron et al., 2006). Studies in species such as zebrafish that undergo injury-induced neurogenesis by reprogramming of endogenous glial cells find that this process requires both upregulation of neurogenic factors and downregulation of inhibitory factors (Briona et al., 2015; Fausett et al., 2008; Lyu et al., 2023). This has recently inspired many studies aimed at inducing neurogenic competence in mammalian glia by selectively targeting these factors (Hoang et al., 2020; Jorstad et al., 2017; Le et al., 2025; Le et al., 2024; Todd et al., 2021; Todd et al., 2022).

One factor that has attracted considerable interest is the RNA-binding protein and splicing regulator Ptbp1, which is widely expressed in non-neuronal cells, including both neural progenitors and glia (Boutz et al., 2007; Lilleväli et al., 2001). It has been reported that Ptbp1 acts as a broad inhibitor of neuronal-specific splicing (Boutz et al., 2007; Ling et al., 2016), and inhibits maturation of miR-124a, which strongly promotes neurogenesis (Makeyev et al., 2007), while its paralog Ptbp2 promotes neuronal-specific splicing (Licatalosi et al., 2012; Li et al., 2014). It was also proposed that Ptbp1 acts as a master regulator of developmental neurogenesis in the CNS (Shibasaki et al., 2013). This then inspired studies which used *Ptbp1* knockdown to attempt to reprogram glia into functional neurons. While it was reported that *Ptbp1* knockdown in vivo induced robust generation of functional retinal ganglion cells from Müller glia (Zhou et al., 2020), as well as functional dopaminergic neurons from midbrain astrocytes (Qian et al., 2020), attempts to replicate these results by other groups were unsuccessful (Chen et al., 2022; Hoang et al., 2023; Hoang et al., 2022; Wang et al., 2021; Xie et al., 2022). Notably, genetic loss of function of *Ptbp1* coupled with ScRNA-seq analysis failed to observe either loss of expression of glial-specific genes or induction of neuron-specific genes in mutant glia (Hoang et al., 2023; Hoang et al., 2022).

This result raises questions about previous claims about the central role of Ptbp1 in controlling developmental neurogenesis. Previous functional studies of the role of Ptbp1 in neuronal development were primarily conducted in vitro using RNAi to interrogate Ptbp1 function (Linares et al., 2015; Spellman et al., 2007; Zheng et al., 2012). The few in vivo studies of Ptbp1 function in developing CNS have also almost exclusively used RNAi, and generally report modest and inconsistent phenotypes (Zhang et al., 2016). Conventional *Ptbp1* homozygous mutants are lethal, precluding direct analysis of its role in developmental neurogenesis (Shibayama et al., 2009). While one study reported accelerated cortical neurogenesis in *Ptbp1* heterozygotes (Shibasaki et al., 2013), these effects were also quite modest and difficult to interpret, given the broader role of Ptbp1 in early embryonic development.

The retina is a highly accessible and tractable model for the study of CNS neurogenesis and cell fate specification (Ptito et al., 2021), and conditional mutagenesis allows selective loss of function of any gene of interest in retinal progenitors without affecting viability (Sauer, 1998). We sought to use this approach to investigate the role of Ptbp1 in regulating neurogenesis and cell fate specification in developing retina. While we observe changes in RNA splicing and a moderate acceleration of retinal development as measured by bulk RNA-seq, we do not observe any changes in proliferation or neurogenesis during retinal development, or changes in the cell type composition of *Ptbp1*-deficient retinas. Furthermore, we observe only modest changes in gene expression in adolescent mutant retina using ScRNA-seq analysis. These results demonstrate that *Ptbp1* is dispensable for retinal cell fate specification.

## Results

### Ptbp1 mRNA is primarily expressed in retinal progenitors and Müller glia

To examine the expression patterns of *Ptbp1* and *Ptbp2* in developing and adult neuroretina, we analyzed ScRNA-seq datasets from mouse and human retina that had been previously generated by our lab (Clark et al., 2019; Lu et al., 2020). We observe high expression levels of *Ptbp1* mRNA in primary retinal progenitors in both species and Müller glia in mouse retina, with weaker expression in neurogenic progenitors, and little expression detectable in neurons at any developmental age. In contrast, *Ptbp2* is expressed in both progenitors and neurons, although with somewhat higher expression in retinal ganglion and amacrine cells (Figure 1—figure supplement 1a). We observe that *Ptbp1* is expressed in primary progenitors at all developmental ages between E12 and P8 in mice and 9 and 20 gestational weeks in humans, although expression levels are moderately increased at later stages of neurogenesis (Figure 1—figure supplement 1b).

### *Chx10-Cre;Ptbp1^lox/lox^* mice show loss of Ptbp1 immunoreactivity in developing and mature retina

To selectively disrupt *Ptbp1* function in retinal progenitors, we generated *Chx10-Cre;Ptbp1^lox/lox^* mice. In these mice, Cre recombinase is expressed broadly in retinal progenitors from the beginning of neurogenesis onwards (Rowan and Cepko, 2004), allowing efficient deletion of the conditional mutant allele of *Ptbp1* (Shibasaki et al., 2013; Figure 1a). In some cases, the *Sun1-GFP* reporter line was used to visualize patterns of Cre activity (Mo et al., 2015). Mutant mice were born at expected Mendelian ratios and showed no gross defects in retinal morphology. To confirm efficient deletion of *Ptbp1* in retinal progenitors, we performed immunohistochemistry for Ptbp1 at E14, P1, and P30 in both control *Chx10-Cre;Ptbp1^+/l+^* and homozygous mutant and *Chx10-Cre;Ptbp1^lox/lox^* and *Chx10-Cre;Ptbp1^lox/lox^;Sun1-GFP mice* (Figure 1b–d). Perinuclear Sun1-GFP expression was observed in all retinal cells in *Chx10-Cre;Ptbp1^lox/lox^;Sun1-GFP mice*, reflecting the broad retinal progenitor-specific activity of the *Chx10-Cre* transgene, while nuclear GFP expression was observed in retinal progenitors (Mo et al., 2015), reflecting the fact that a Cre-GFP fusion is used in the *Chx10-Cre* transgenic line (Rowan and Cepko, 2004). At all stages, we observed a loss of *Ptbp1* protein expression in retinal progenitors and Müller glia, with a more than 10-fold reduction in the number of immunoreactive Müller glia observed at P30 (Figure 1e). At both E14 and P1, we also observed a variable level of immunoreactivity in cells in the ganglion cell layer in control mice, which was also seen in *Chx10-Cre;Ptbp1^lox/lox^* mice, suggesting that this may represent cross-reactivity with an unknown epitope. This ganglion cell layer staining was not observed at P30, however. This demonstrates that *Ptbp1* is efficiently and selectively deleted in retinal progenitors from early stages of neurogenesis.

**Figure 1.**
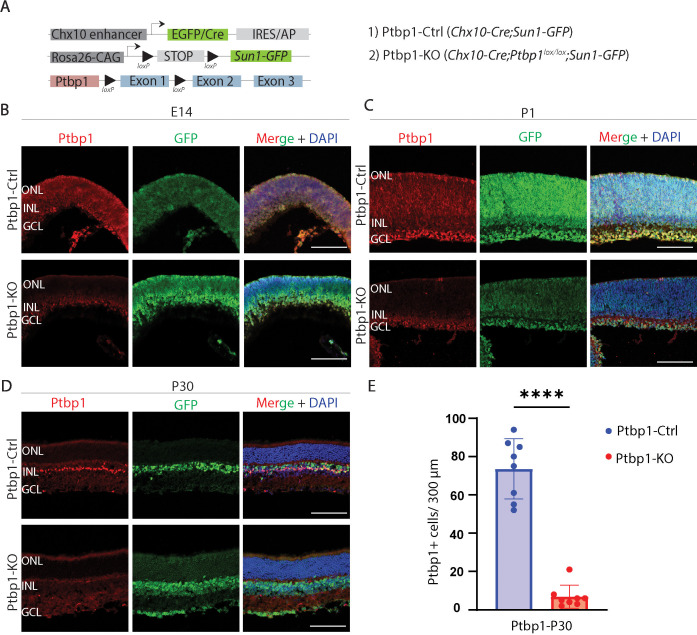
*Ptbp1* is successfully deleted in *Chx10-Cre;Ptbp1^lox/lox^* mice in developing and mature retina. (**A**) A schematic diagram of the generation of specific deletion of *Ptbp1* in early RPCs using *Chx10-Cre*. (**B**) Representative immunostaining for *Ptbp1* expression in *Chx10-Cre;Ptbp1^+/+^* (Ptbp1-Ctrl) and *Chx10-Cre;Ptbp1^lox/lox^* (Ptbp1-KO) mice at E14.5, (**C**) *Chx10-Cre;Ptbp1^+/+^;Sun1-GFP* and *Chx10-Cre;Ptbp1^lox/lox^;Sun1-GFP* mice at P1, (**D**) and *Chx10-Cre;Ptbp1^+/+^*, and *Chx10-Cre;Ptbp1^lox/lox^;Sun1-GFP* mice P30. (**E**) Quantification of Ptbp1-positive cells in Ptbp1-Ctrl and Ptbp1-KO retinas (n=8/genotype). Significance was determined via an unpaired *t*-test: **** *p*<0.0001. Each data point was calculated from an individual retina. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar = 100 μm.

**Figure 1—figure supplement 1.**
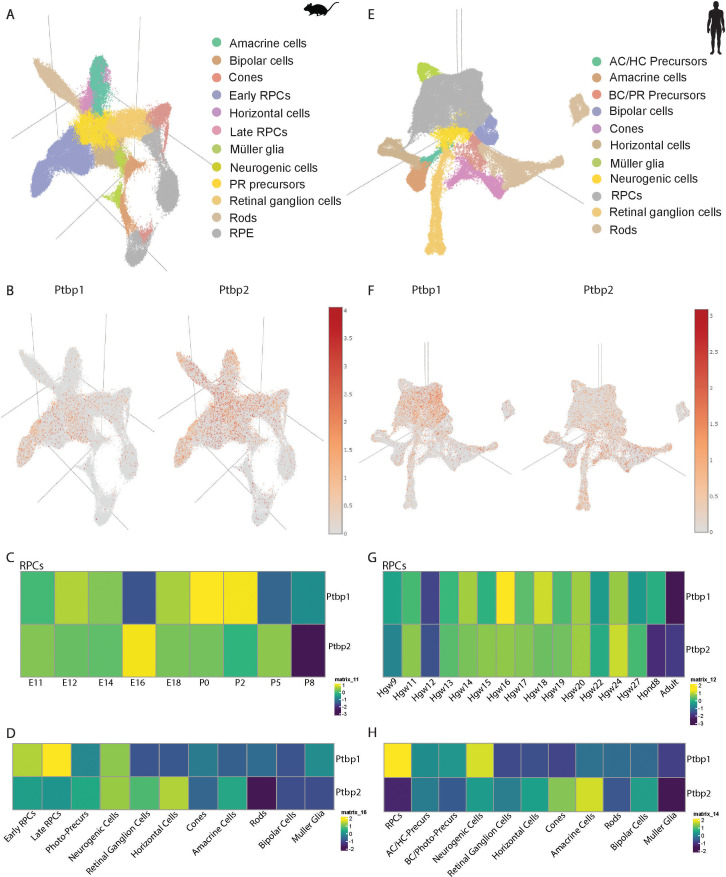
Cellular expression patterns of *Ptbp1* and *Ptbp2* during mouse and human retinal development. (**A**) 3D Uniform manifold approximation and projection (UMAP) plot showing cell types from combined time points (E14-Adult) of mouse retinal development utilizing publicly available data from Clark et al., 2019. (**B**) Gene plots for *Ptbp1* and *Ptbp2* expression during mouse retinal development. (**C**) Heatmaps of *Ptbp1* and *Ptbp2* expression patterns in RPCs at varying time points during mouse retinal development. (**D**) Heatmaps of *Ptbp1* and *Ptbp2* expression patterns in different mouse retinal cell types. (**E**) 3D UMAP plot showing cell types from combined time points (Hgw9-Adult) of human retinal development utilizing publicly available data from Lu et al., 2020. (**F**) Gene plots for *Ptbp1* and *Ptbp2* expression during human retinal development. (**G**) Heatmaps of *Ptbp1* and *Ptbp2* expression patterns in RPCs at varying time points during human retinal development. (**H**) Heatmaps of *Ptbp1* and *Ptbp2* expression patterns in different human retinal cell types.

### Embryonic *Chx10-Cre;Ptbp1^lox/lox^* mice show shifts in temporal identity, increased expression of genes specific to photoreceptors, and altered patterns of RNA splicing

To further investigate the effects of *Ptbp1* deletion on embryonic progenitors, we conducted bulk RNA-seq on whole retina from E16 wildtype, *Chx10-Cre;Ptbp1^lox/+^*, and *Chx10-Cre;Ptbp1^lox/lox^* retinas. 

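Cre recombinase expressed from the *Chx10* promoter in retinal progenitors deletes the *Ptbp1* segment between the loxP sites, once in heterozygotes (Het) and on both chromosomes in homozygotes (KO). RNA from pools of E16 retinas was made into 7 stranded mRNA libraries. The legend of Figure 2 gives the age as E16.5. The single wildtype (WT) library came from 6 retinas, Het1, Het2 and Het3 from 5, 5 and 6, and KO1, KO2 and KO3 from 4, 4 and 6. The methods name a column kit for the RNA extraction, while the sample labels name TRIzol. The authors aligned the reads to GRCm38 with STAR and counted them on genes with featureCounts, and the deposited values are these counts without normalization. The paper's text does not say whether the counting used strand or how it treated reads that map to several places. The counts on genes summed to 148690857 in WT, to 171117305, 120593979 and 152970301 in Het1 to Het3, and to 133765170, 131005766 and 129073579 in KO1 to KO3. Of the 48440 genes listed, the 20019 that passed edgeR's expression filter were tested between Het and KO with edgeR's quasi-likelihood test after TMM normalization. A gene was counted as differentially expressed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 0.263, the limits the paper gives. Expression is given as CPM (counts scaled to library size) after TMM normalization, with the SD over 3 libraries. The WT library has no replicate, so its values carry no error. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1.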

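Between the 3 Het and the 3 KO libraries, 1445 genes were differentially expressed by edgeR's quasi-likelihood test, 802 of them higher and 643 lower in KO. In all 1445 the Het and KO libraries did not overlap, as in 36.3% of the genes tested. Chance separates 3 libraries from 3 in 10% of genes. The alternative that moved the number most was a test against the fold-change limit itself (edgeR's glmTreat), which called 217 genes. Single libraries also weighed on it, with 386 genes called without Het2, 496 without Het3, 612 without KO2 and 1674 without KO3. Other alternatives raised it: DESeq2, the tool the paper's methods name, called 2070 genes, and an adjusted p below 0.05 alone 2221.
Among differentially expressed genes with a mean of at least 50 normalized counts and no overlap between the genotypes, the 5 largest rises were in *Hmgb1-ps7*, *Gm13443*, *Gm12751*, *1700001K19Rik* and *Nr2e3*, with log2 fold changes of 5.60, 5.01, 4.62, 4.41 and 3.34. The first 3 are annotated as processed pseudogenes, so their counts are uncertain where reads match the parent gene. *1700001K19Rik* lies in a part of chromosome 12 where 21 of 100 neighbouring genes were differentially expressed. The 5 largest falls were in *Foxe3*, *H2-T24*, *Gm17669*, *Gm15526* and *RP23-9C19.1*. No KO library held more than 3 counts of any of these, so only lower bounds can be given: *Foxe3* was at least 61.9-fold lower in KO, *H2-T24* 82.0-fold, *Gm17669* 51.8-fold, *Gm15526* 85.7-fold and *RP23-9C19.1* 41.8-fold. These bounds use the Het mean. *Foxe3* is a lens gene, and a list of lens genes was uneven between libraries. Its mean log2 CPM ranged from -1.07 to 0.41 in Het and from -3.79 to 0.39 in KO. Whether lens tissue in some pools accounts for the fall of *Foxe3* was not tested. The Het libraries were uneven for *Foxe3*, with 20 to 417 counts, and for *H2-T24*, with 5 to 589. Without the highest Het library (Het3 for *Foxe3* and Het1 for *H2-T24*) their bounds were 32.6-fold and 46.9-fold, and each was differentially expressed in only 1 of the 6 fits that left out a library, without Het1 and without Het3 respectively. The last 3 genes are annotated as pseudogenes.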

A comparison of heterozygous *Chx10-Cre;Ptbp1^lox/+^* and homozygous *Chx10-Cre;Ptbp1^lox/lox^* mutants identified 2075 genes that were significantly differentially expressed (Figure 2a, Supplementary file 1). 

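*Ptbp1* (ENSMUSG00000006498.16) lies on chromosome 10 of GRCm38 from 79854427 to 79864771. Its expression was 381 CPM in WT, 210, 219 and 234 CPM in Het1 to Het3, and 27.9, 6.04 and 46.9 CPM in KO1 to KO3. The Het mean was 58.0% of the WT value. The KO mean was 12.2% of the Het mean, and single KO libraries ranged from 2.73% to 21.2% of it. The log2 fold change was -3.04 (standard error 0.635, adjusted p = 0.0316 from edgeR's quasi-likelihood test). It stayed between -3.70 and -2.56 when each library was left out in turn, but the adjusted p from the same edgeR test rose to 0.0519 without Het1, 0.0964 without Het2, 0.0934 without Het3 and 0.0744 without KO1.
*Ptbp2* (ENSMUSG00000028134.11), on chromosome 3 from 119718742 to 119784466, was expressed at 338 CPM in WT, 438 ± 15.1 CPM (SD, n = 3) in Het and 539 ± 10.3 CPM (SD, n = 3) in KO. These are 129% and 159% of the WT value. The rise from Het to KO, a log2 fold change of 0.30 (standard error 0.0374, adjusted p = 0.00831, edgeR), was differentially expressed under each of 13 alternatives to the processing, the 6 that leave out a library included.

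**Figure D1:**
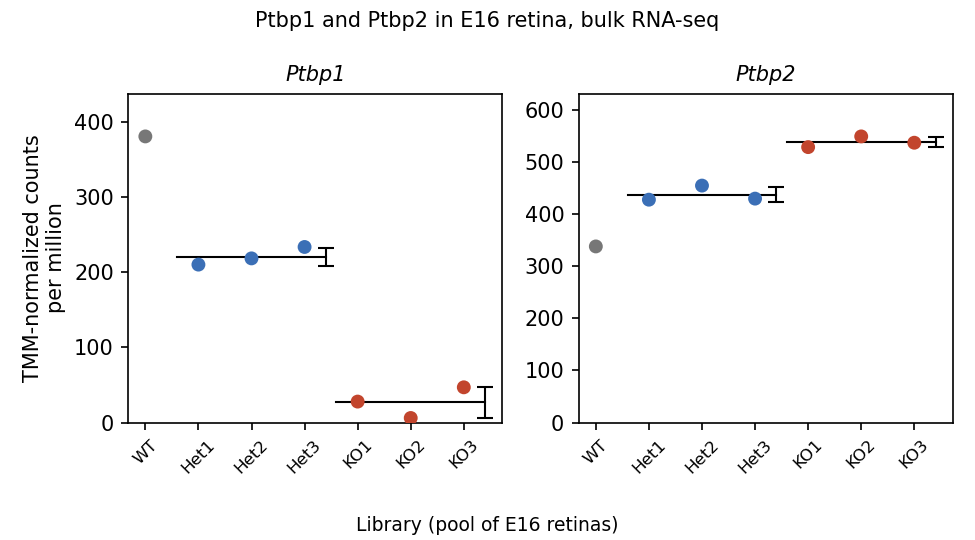
Expression of *Ptbp1* and *Ptbp2* in each library, in TMM-normalized CPM. Points are libraries and bars show the mean and SD of 3 libraries. All 3 KO libraries lie below all Het libraries for *Ptbp1* and above them for *Ptbp2*.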

As expected, homozygotes showed a loss of *Ptbp1* expression along with a compensatory upregulation of *Ptbp2*, as has previously been observed following selective disruption of *Ptbp1* in mature Müller glia (Hoang et al., 2022; Figure 2b). In addition, we observed a modest increase in expression of multiple genes specific to both rods and cone photoreceptors, including *Opn1sw* and *Rcvrn*, as well as altered expression of multiple genes selectively expressed in either early or late-stage RPCs (Clark et al., 2019; Lu et al., 2020; Lyu et al., 2021). For instance, the early-stage RPC-specific genes *Sfrp2* and *Foxp1* were downregulated, while late-stage RPC-enriched genes such as *Sox8*, *Nfix*, and *Hes5* were upregulated (Figure 2b). 

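*Opn1sw* (ENSMUSG00000058831.13; chromosome 6, 29376671 to 29388468) encodes the short-wavelength cone opsin. It was measured at 2.54 CPM in WT, 6.55 ± 2.19 CPM (SD, n = 3) in Het and 25.99 ± 12.8 CPM (SD, n = 3) in KO, a log2 fold change of 1.99 (standard error 0.387, adjusted p = 0.0259, edgeR). *Rcvrn* (ENSMUSG00000020907.1; chromosome 11, 67695326 to 67703333) encodes recoverin of rods and cones. It was near the limit of detection in Het, at 0.0542 ± 0.0364 CPM (SD, n = 3), and at 0.631 ± 0.328 CPM (SD, n = 3) in KO. Its log2 fold change was 3.52 (standard error 0.669, adjusted p = 0.0243, edgeR). In both genes every KO library was above every Het library. Neither was differentially expressed once Het2 or Het3 was left out, when the direction stayed the same.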

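Among the early-stage genes, *Sfrp2* (ENSMUSG00000027996.13; chromosome 3, 83766321 to 83774316) was at 197 ± 28.2 CPM (SD, n = 3) in Het and 95.1 ± 18.6 CPM (SD, n = 3) in KO, a log2 fold change of -1.05 (standard error 0.164, adjusted p = 0.0148, edgeR). *Foxp1* (ENSMUSG00000030067.17; chromosome 6, 98925338 to 99522721) went from 80.2 ± 5.49 to 59.9 ± 8.05 CPM (SD, n = 3 each), with a log2 fold change of -0.42 (standard error 0.102, adjusted p = 0.0460, edgeR).
Of the late-stage genes, *Sox8* (ENSMUSG00000024176.10) rose from 128 ± 10.9 to 229 ± 23.8 CPM (SD, n = 3 each). Its log2 fold change was 0.84 (standard error 0.0892, adjusted p = 0.00627, edgeR), and it was differentially expressed under all 13 alternatives. *Sox8* lies on chromosome 17 from 25565892 to 25570686, at the end of a stretch of 100 genes of which 37 were differentially expressed, 34 of these lower in KO. *Nfix* (ENSMUSG00000001911.16; chromosome 8, 84699876 to 84800344) rose from 14.3 ± 6.15 to 32.9 ± 4.35 CPM (SD, n = 3 each), a log2 fold change of 1.20 (standard error 0.283, adjusted p = 0.0434, edgeR). *Hes5* (ENSMUSG00000048001.7; chromosome 4, 154960923 to 154962371) rose least, from 72.0 ± 5.49 to 89.7 ± 7.72 CPM (SD, n = 3 each), with a log2 fold change of 0.32 (standard error 0.0776, adjusted p = 0.0475, edgeR). Without Het2 or without Het3, *Sfrp2*, *Foxp1*, *Nfix* and *Hes5* were no longer differentially expressed. The same held for *Sfrp2* without KO2, for *Foxp1* without Het1 or KO2, and for *Nfix* without KO1, KO2 or KO3. *Hes5* was differentially expressed under 6 of the 13 alternatives.

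**Figure D2:**
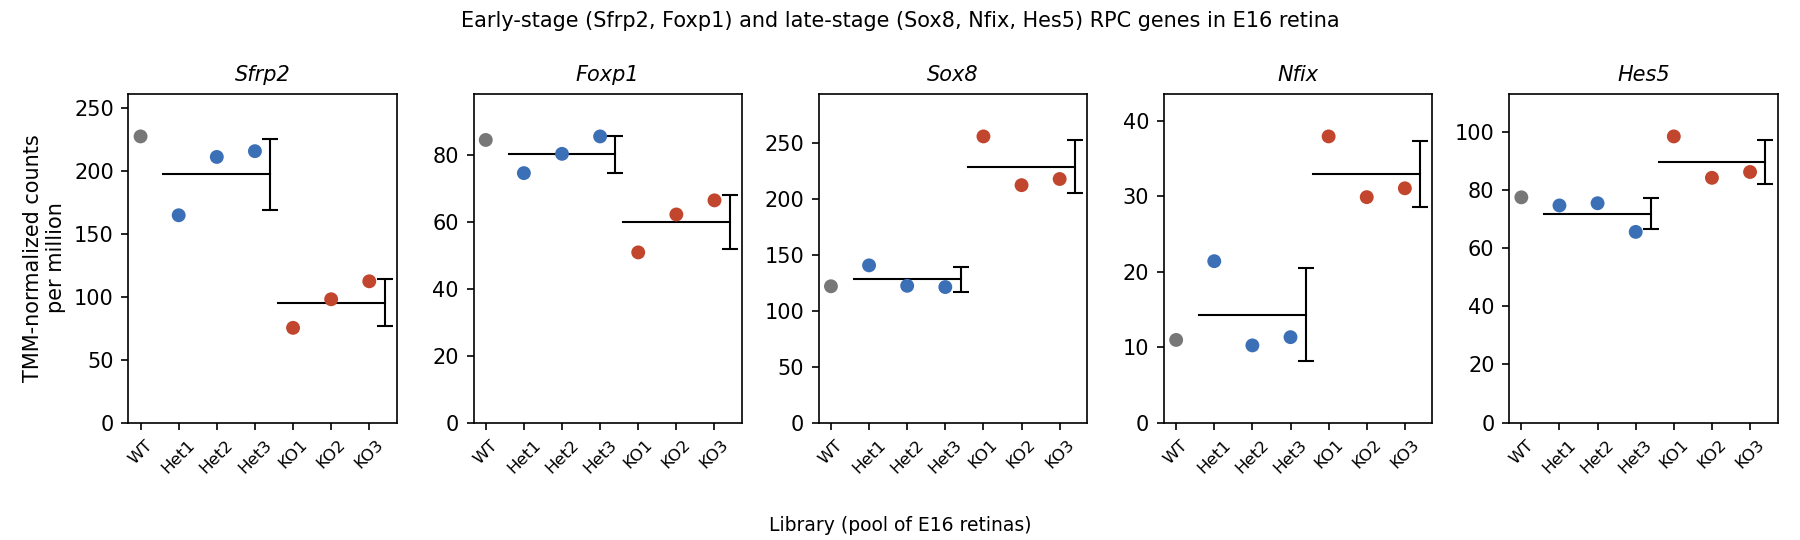
Expression of *Sfrp2*, *Foxp1*, *Sox8*, *Nfix* and *Hes5* in each library, in TMM-normalized CPM. Points are libraries and bars show the mean and SD of 3 libraries. Het and KO libraries do not overlap for any of the 5 genes.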

Gene Ontology (GO) enrichment analysis likewise showed significant upregulation of genes involved in photoreceptor cell development and genes controlling synaptic function (Figure 2c). However, immunohistochemical analysis does not detect any clear changes in the expression of HuC/D+NeuN, Otx2 or Opn1sw in *Chx10-Cre;Ptbp1^lox/lox^* homozygous mutants relative to *Chx10-Cre;Ptbp1^+/l+^* control at either E14 or P0, and the number of Otx2-positive cells at P0 was not altered (Figure 2—figure supplement 1). This implies that while at the transcriptional level retinal development in embryonic *Ptbp1* mutants appears to be moderately accelerated, based on higher expression of both markers of late-stage retinal progenitors and photoreceptors, this does not result in an increase in the number of photoreceptors at this stage.

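The gene lists behind the Gene Ontology terms are not in the paper's text, so the data were tested with 11 lists of marker genes drawn up by hand. They were written with part of the paper's table of differentially expressed genes in view. Their tests are thus not independent of these libraries, also over the genes the paper does not name. Each list was tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the lists. Of the 49 tested genes of the photoreceptor list, 34 are above 1 CPM in the WT library and 16 are named in the paper. In KO, 26 were differentially expressed upward and 2 downward, and 39 had a positive log2 fold change. The median was 0.66 (camera, adjusted p = 1.32e-12). Over the 33 genes the paper does not name, an alternative chosen after seeing the data, the median was 0.49 (camera, adjusted p = 8.82e-06). Adjusted over the list alone, 31 of its genes were differentially expressed. Only 5 genes of the list in all were differentially expressed without Het2, 9 without Het3 and 13 without KO2. Among its 3 most abundant genes, *Gnb1* had a log2 fold change of -0.0027, *Rbp3* of 0.55 and *Neurod1* of 0.32.
Of the 64 synaptic genes, 16 were differentially expressed, all upward, and 54 rose, with a median log2 fold change of 0.22 (camera, adjusted p = 2.19e-11). Adjusted over the list alone, 25 were. The number was 6 without Het2, 7 without Het3, 10 without KO2 and 25 without KO3. The early RPC list had a median of -0.41, with 8 of 16 genes differentially expressed downward (camera, adjusted p = 6.64e-11) and 5 without Het2. The paper names 4 of the 16, and the other 12 had a median of -0.40. The median of the late RPC list matched that of the synaptic list, with 8 of 20 genes differentially expressed upward (camera, adjusted p = 0.000400). Only 1 was without Het2, 1 without Het3, 5 without KO1 and 3 without KO2. The paper names 9 of the 20, and the other 11 had a median of 0.14, with 4 differentially expressed upward (camera, adjusted p = 0.0358). Its most abundant genes went the other way or stayed level, since *Dkk3* had a log2 fold change of -0.17 and *Vim* of -0.21. At the preset correlation all 11 lists passed an adjusted p of 0.05, the muscle and chromosome Y lists included. With the Het and KO libraries regrouped wrongly into 3 and 3, the smallest unadjusted camera p was 1.65e-10 (photoreceptor) and 1.22e-13 (synaptic). The real grouping gave 1.20e-13 and 3.99e-12, so such small values do not by themselves show an effect of genotype. The photoreceptor, synaptic, early RPC and late RPC lists also passed under limma's fry. None of the 11 did when camera estimated the correlation from the data. In the Het1 library, genes of skeletal muscle were higher than in the other libraries, and without it the photoreceptor median was 0.77. From the higher expression of late-stage progenitor and photoreceptor genes, the paper proposes that retinal development in the mutants is moderately accelerated at the transcriptional level.

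**Figure D3:**
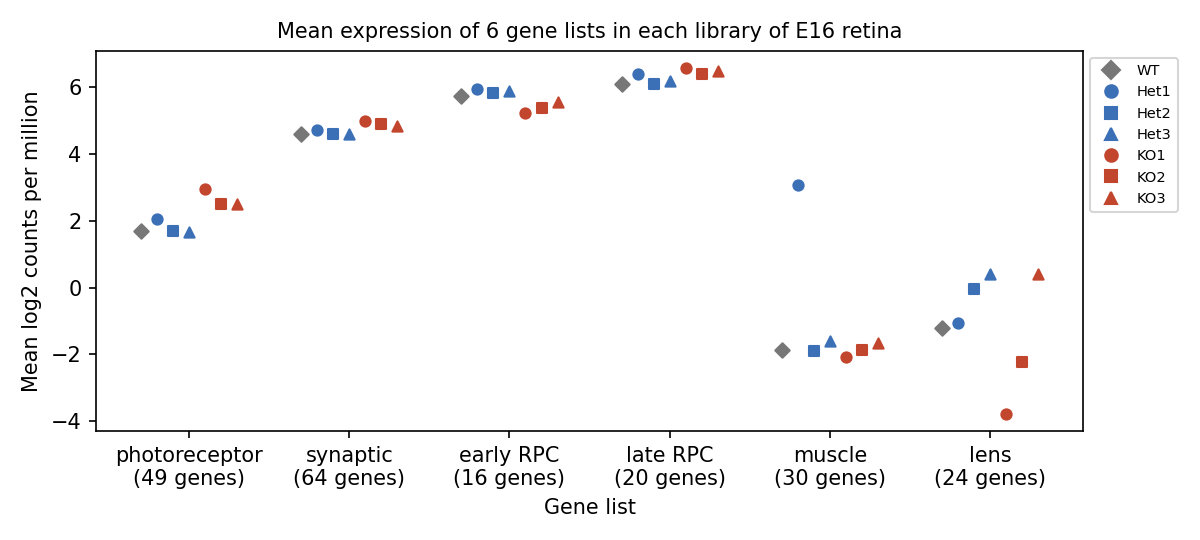
Mean log2 CPM over the tested genes of 6 marker lists (horizontal axis) in each library, with one point per library and marker shapes for the replicate number. For the photoreceptor, synaptic and late RPC lists every KO library lies above every Het library, for the early RPC list below, and for the muscle list Het1 lies apart from the other 6 libraries.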

**Figure 2.**
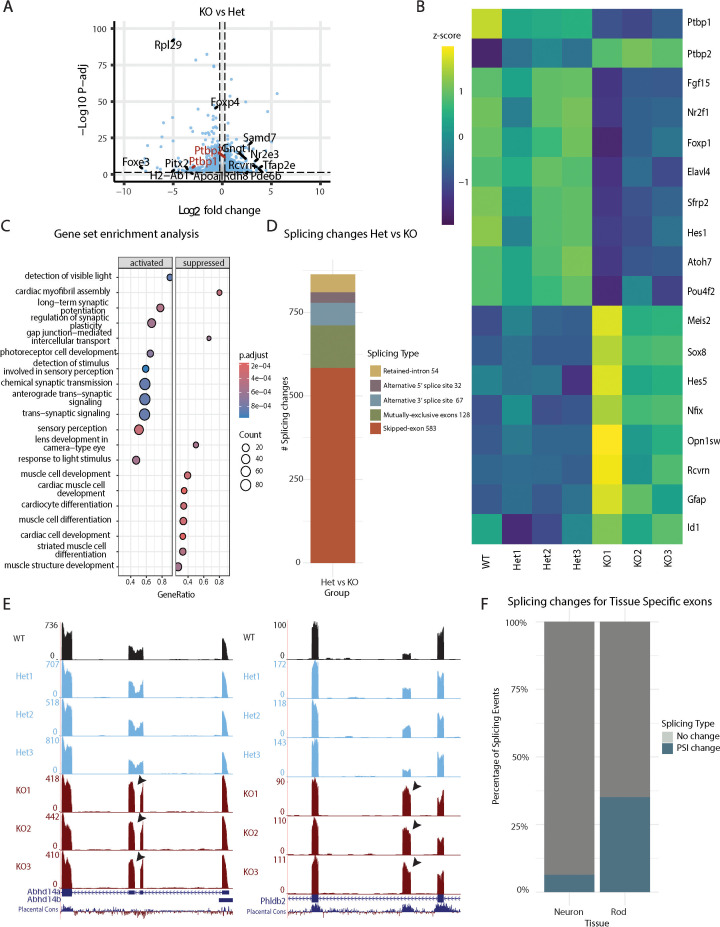
Bulk RNA-seq analysis reveals accelerated differentiation and altered RNA splicing in *Chx10-Cre;Ptbp1^lox/lox^* mice at E16.5. (**A**) Volcano plot showing 2075 differentially expressed genes between heterozygous *Chx10-Cre;Ptbp1^lox/+^* and homozygous *Chx10-Cre;Ptbp1^lox/lox^* mutants as measured by bulk RNA-seq. (**B**) Heatmap of select differentially expressed genes in wildtype *Chx10-Cre;Ptbp1^+/+^,* heterozygous *Chx10-Cre;Ptbp1^lox/+^*, and homozygous *Chx10-Cre;Ptbp1^lox/lox^* samples. (**C**) Gene set enrichment analysis showing activated and repressed gene ontology terms in the homozygous *Ptbp1* mutant samples. (**D**) Barplot showing 864 splicing changes in homozygous *Ptbp1* mutant samples by splicing class, including retained introns (54 events), alternative 5’ splice site (32 events), alternative 3’ splice site (67 events), mutually exclusive exons (128 events) and skipped exons (583 events). (**E**) Track plots showing examples of alternative splicing of exons (arrows) in the *Ptbp1* mutant samples. (**F**) Bar plot showing that **7%** of neuron-enriched and **35%** of rod-specific splicing events overlap with splicing changes observed in *Ptbp1* mutants.

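The text and the labels of Figures 2A and 2B name 30 genes for the E16 data, and 23 of them were differentially expressed by edgeR's quasi-likelihood test. Adjusted over the list alone, 27 were, but the study chose these genes on the same libraries, so this is not independent evidence. The number fell to 7 without Het2, 10 without Het3 and 14 without KO2. All 30 had an unadjusted edgeR p below 0.05.
The strongest evidence among the labelled genes was for *Rpl29*, which went from 189 ± 51.5 to 6.34 ± 0.451 CPM (SD, n = 3 each), a log2 fold change of -4.90 (standard error 0.217, adjusted p = 0.000493, edgeR). *Rpl29* lies on chromosome 9 among 100 genes of which 24 were differentially expressed and 23 of these lower in KO. Ribosomal protein genes have many processed copies, so its counts are uncertain where reads match several places. *Foxp4*, *Samd7*, *Gngt1* and *Atoh7* had log2 fold changes of -0.72, 2.79, 2.41 and -0.81. *Tfap2e* and *Pde6b* rose by 3.83 and 3.65 on the log2 scale, from Het means of 0.0366 and 0.0437 CPM. *Fgf15* and *Elavl4* were lower in KO, with log2 fold changes of -0.49 and -0.47, and *Meis2* and *Gfap* higher, with 0.73 and 1.43. *H2-Ab1* had a log2 fold change of -4.87 with a Het SD of 1.30 CPM around a mean of 1.57 CPM.
Some labelled genes did not pass the limits by edgeR's test. *Nr2f1*, *Hes1* and *Pou4f2* had log2 fold changes of -0.24, -0.16 and -0.29, and *Id1* and *Rdh8* of 0.19 and 2.57, with adjusted p between 0.0518 and 0.0747 (edgeR). *Nr2f1*, *Hes1* and *Id1* were thus also under the fold-change limit of 0.263. *Apoa1* had a log2 fold change of -3.20 (adjusted p = 0.136, edgeR). It was high in Het1, at 4.47 CPM, and its Het and KO libraries overlapped.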

**Figure 2—figure supplement 1.**
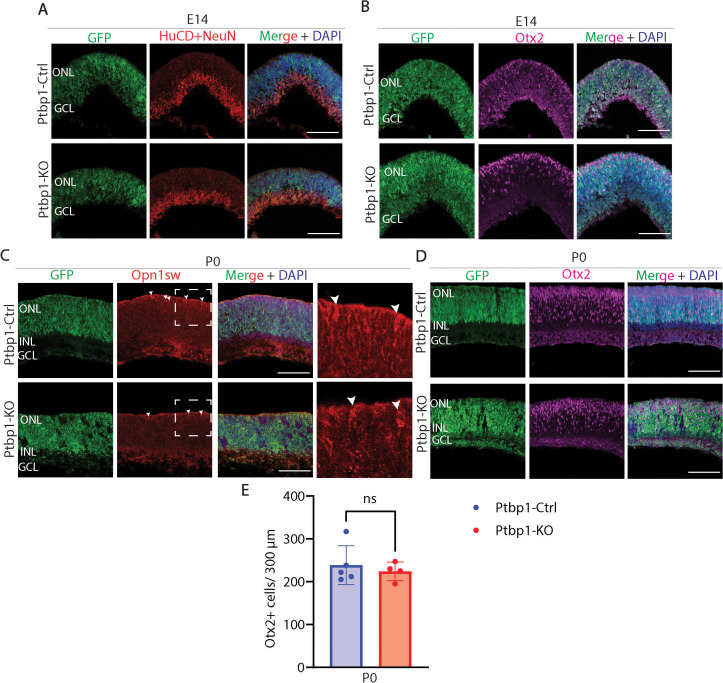
Immunostaining does not detect changes in cell composition in E14 or P0 *Ptbp1*-deficient retina. (**A**) Representative immunostaining for HuC/D+NeuN and (**B**) Otx2 in Ptbp1-Ctrl and Ptbp1-KO mice at E14. (**C**) Representative immunostaining for Opn1sw and (**D**) Otx2 in Ptbp1-Ctrl and Ptbp1-KO mice at P0, with the Ptbp1-KO mouse having the *Chx10-Cre;Ptbp1^lox/lox^;Sun1-GFP* genotype (Mo et al., 2015). Note that GFP signal is found in all retinal cell types, since the Cre transgene is active in retinal progenitors over the full course of neurogenesis. (**E**) Quantification of Otx2-positive cells in Ptbp1-Ctrl and Ptbp1-KO retinas at P0 (n≥4/genotype). Significance was determined via the Mann-Whitney test: ns = p>0.05. Each data point was calculated from an individual retina. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar = 100 μm.

**Figure 2—figure supplement 2.**
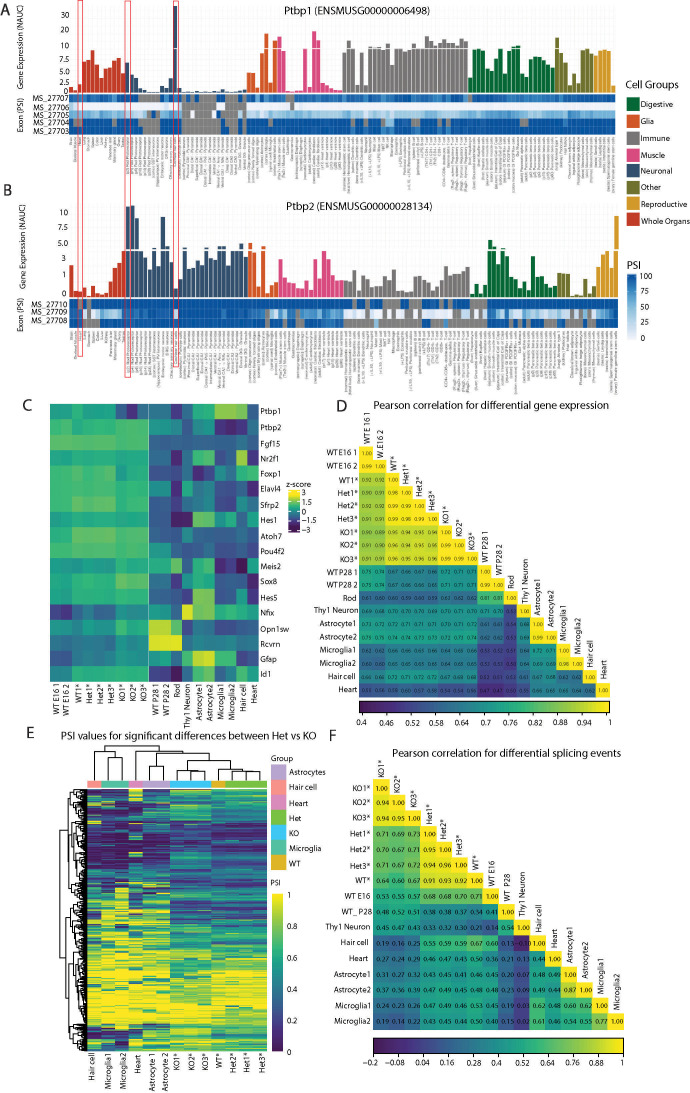
Bulk RNA-seq analysis reveals altered gene expression and splicing patterns in E16 *Chx10-Cre;Ptbp1^lox/lox^* mice retina. (**A**) Bar charts showing *Ptbp1* and (**B**) *Ptbp2* expression in various cell types and tissues using the ASCOT browser (Ling et al., 2020). Highlighted samples are rods photoreceptors at P2, heart tissue showing low *Ptbp1* expression and cochlear hair cells showing high *Ptbp1* expression. (**C**) Heatmap of select differentially expressed genes between individual replicate samples for wildtype (WT), heterozygous *Chx10-Cre;Ptbp1^lox/+^* (Het1, Het2, Het3), and homozygous *Chx10-Cre;Ptbp1^lox/lox^* (KO1, KO2, KO3) *Ptbp1* mutant retinal samples analyzed in this study, along with publicly available bulk RNA-seq datasets including embryonic day 16 retina, postnatal day 28 retina, Thy1-positive neurons, astrocytes, microglia, hair cells, and heart tissue. (**D**) Pearson correlation plot for identified differentially expressed genes between Het and KO samples, plotted across all samples, including publicly available datasets used. (**E**) Heatmap showing percent-spliced-in (PSI) values and (**F**) Pearson correlation plot for splicing events identified as differentially spliced between Het and knockout (KO) samples, plotted across all samples, including publicly available datasets.

In light of the established role of Ptbp1 in regulating RNA splicing in non-neuronal cells, we analyzed splicing differences in *Ptbp1*-deficient retinas using our dataset. We identified 864 differential percent-spliced-in (PSI) events, including changes in retained introns, alternative 5′ or 3′ splice site usage, mutually exclusive exons, and exon skipping, consistent with the known role of Ptbp1 as a splicing repressor (Figure 2d–e, Supplementary file 1; Vuong et al., 2016; Yap et al., 2012). To assess whether these splicing changes reflect neuronal or rod photoreceptor maturation, we compared our differential splicing events to those observed in adult neurons and rods (Ling et al., 2020). We found that 8 splicing events (7%) known to be enriched in central nervous system neurons and 19 events (35%) specific to rods overlapped with the splicing changes observed in *Ptbp1*-deficient retinas (Figure 2f, Supplementary file 2).

Gene expression and splicing changes were compared across several reference tissues: heart tissue and Thy1-positive neurons, mature hair cells, microglia, and astrocytes (Figure 2—figure supplement 2a and b). A heatmap of differentially expressed genes showed that while *Ptbp1*-deficient retinas diverged from WT retinas, their expression profiles did not resemble those of fully differentiated cell types like rods, astrocytes, or adult WT retina (Figure 2—figure supplement 2c). 

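The WT library entered the filter, the normalization and the fit, but not the contrast between Het and KO. Its log2(CPM + 1) value was nearer the Het mean than the KO mean in 1362 of the 1445 genes, or 94.3% (Wilson 95% interval 92.9% to 95.3%, which covers counting error only). In 100 simulated data sets with WT drawn midway between Het and KO, the share was 50.0% on average and 46.3% to 52.9% in range. In 750 genes WT lay beyond the Het mean, on the side away from KO. Over the genes that DESeq2 called the share was 89.9%, the lowest of the alternatives. Over the 1544 genes called when WT was left out of the filter and the fit, an alternative chosen after seeing the data, it was 94.2%. The reference tissues of the heatmap were not analysed here.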

Consistently, Pearson correlation analysis revealed that *Ptbp1*-deficient and WT retinas were more like each other than to fully differentiated neuronal or glial populations (Figure 2—figure supplement 2d). 

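Across the 1445 differentially expressed genes, the Pearson correlation of log2(CPM + 1) between WT and a KO library was 0.952 on average, from 0.945 to 0.958 over the 3 KO libraries. WT and the Het libraries correlated at 0.993 to 0.994, and Het with KO libraries at 0.947 to 0.967. These correlations are across genes, which are not independent replicates, and the genes were selected for a difference between Het and KO. Over all genes that passed the expression filter, the mean between WT and KO was 0.994, the largest shift among the alternatives. In that setting WT correlated with the KO libraries at 0.9937 to 0.9954. With Het1 it correlated less, at 0.9928, and with Het2 and Het3 more, at 0.9988 and 0.9984. Correlations with other cell types were not analysed here.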

Splicing profile analysis further revealed that while there was a high correlation of PSI between *Ptbp1*-deficient and WT retinas, *Ptbp1*-deficient retinas more closely resembled Thy1-positive neurons, whereas WT retinas aligned more strongly with mature cells such as astrocytes, microglia, and auditory hair cells (Figure 2—figure supplement 2e–f). Together, these results suggest that although *Ptbp1* loss of function induces hundreds of alternative splicing events, the magnitude of PSI changes in the KO retinas remains considerably lower than that seen in fully differentiated cell types (Supplementary file 1). Thus, while a subset of splicing events overlaps with those characteristic of mature neurons or rods, the overall splicing and expression profiles of KO retinas are more like those of developing retinal tissue rather than terminally differentiated neuronal or glial populations.

### *Chx10-Cre;Ptbp1^lox/lox^* mice show no changes in retinal progenitor proliferation or neurogenesis

To determine whether retinal progenitor-specific loss of function of *Ptbp1* resulted in a depletion of retinal progenitors, we conducted EdU labeling to quantify the number of cells in S-phase in P0 retina (Figure 3a). We did not observe any significant differences in the number of EdU-positive cells between Cre negative *Ptbp1^lox/lox^* controls and *Chx10-Cre;Ptbp1^lox/lox^* mice (Figure 3b and c). To determine whether loss of function of *Ptbp1* influenced cell type specification in developing retina, we conducted immunostaining for a range of cell type-specific markers in *Chx10-Cre* control and *Chx10-Cre;Ptbp1^lox/lox^* mice (Figure 4). Although Ptbp1 immunoreactivity was lost in homozygous mutant retinas (Figure 4a), we did not observe any significant changes in the numbers or distribution of Sox9-positive Müller glia (Figure 4b and f), HuC/D-positive amacrine and ganglion cells (Figure 4c and f), Otx2-positive bipolar cells and photoreceptors (Figure 4c and f), Rbpms-positive retinal ganglion cells (Figure 4d and f), or cone arrestin-positive cone photoreceptors (Figure 4e and f). Taken together, these findings show that *Ptbp1* loss of function induces neither precocious cell cycle exit nor affects normal levels and patterns of developmental neurogenesis and cell fate specification.

**Figure 3.**
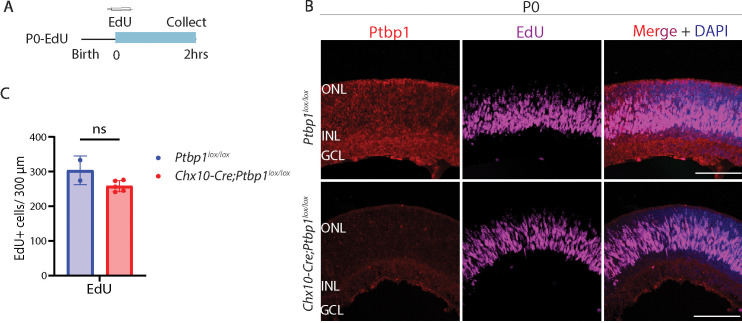
*Ptbp1* deletion does not alter retinal progenitor proliferation. (**A**) A schematic diagram of the experimental timeline for labeling dividing cells using EdU. (**B**) Representative immunostaining for Ptbp1 expression and EdU labeling in Ptbp1-Ctrl and Ptbp1-KO mice at P0. (**C**) Quantification of EdU-positive cells in Ptbp1-Ctrl and Ptbp1-KO retinas (n≥2/genotype). Significance was determined via the Mann-Whitney test: ns = p>0.05. Each data point was calculated from an individual retina. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar = 100 μm.

**Figure 4.**
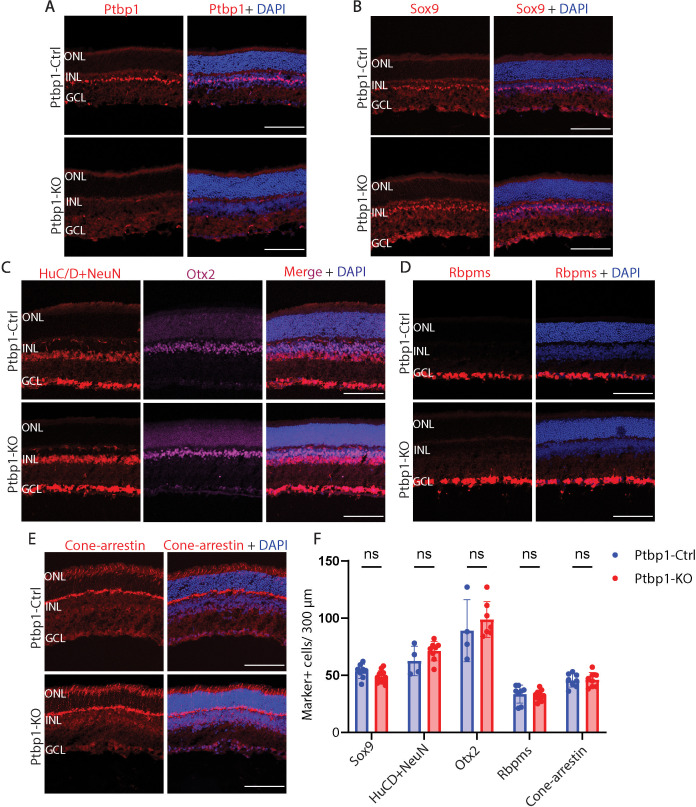
*Ptbp1* deletion does not alter retinal neurogenesis. (**A**) Representative immunostaining for Ptbp1, (**B**) Sox9, (**C**) HuC/D+NeuN, Otx2, (**D**) Rbpms, and (**E**) Cone-arrestin in Ptbp1-Ctrl and Ptbp1-KO mice at P30. (**F**) Quantification of Sox9, HuC/D/NeuN, Otx2, Rbpms, and Cone-arrestin-positive cells in Ptbp1-Ctrl and Ptbp1-KO retinas (n≥4/genotype). Significance was determined via multiple unpaired *t* tests: ns = p>0.05. Each data point was calculated from an individual retina. ONL, outer nuclear layer; INL, inner nuclear layer; GCL, ganglion cell layer. Scale bar = 100 μm.

**Figure 4—figure supplement 1.**
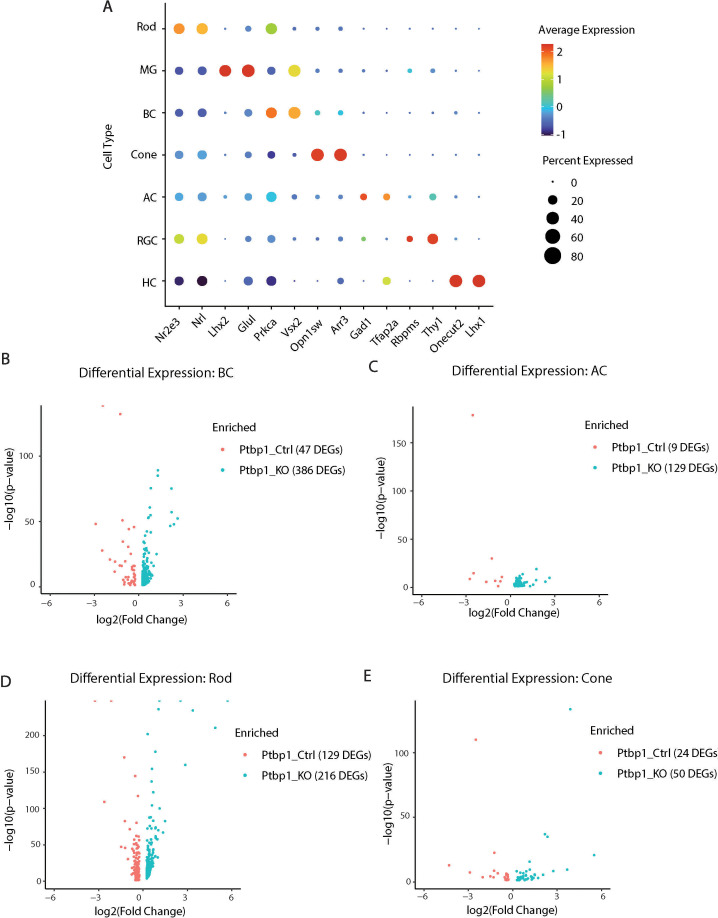
Single-cell RNA-sequencing (ScRNA-seq) analysis identifies differentially expressed genes in major adolescent retinal cell types following developmental loss of function of *Ptbp1*. (**A**) Dot Plot of cell-type-specific markers used to identify clusters for each major retinal cell type. (**B**) Volcano plot showing differentially expressed genes for bipolar cells (BC), (**C**) amacrine cells (AC), (**D**) rod photoreceptors, and (**E**) cone photoreceptors between Ptbp1-Ctrl and Ptbp1-KO samples.

### *Chx10-Cre;Ptbp1^lox/lox^* mice show only modest changes in gene expression in the mature retina

Despite the lack of any obvious defects in proliferation or cell fate specification in *Ptbp1*-deficient retinas, it nonetheless remained possible that this mutant might generate more subtle defects that are detectable using ScRNA-seq analysis of whole retina. We, therefore, generated ScRNA-seq libraries from both P30 *Chx10-Cre;Ptbp1^+/l+^* and *Chx10-Cre;Ptbp1^lox/lox^* mice. No changes in the identity or composition of any retinal cell type were observed (Figure 5a–c). The overall identities and proportions of major retinal cell types appeared broadly similar between control and knockout samples (Figure 5a–c). A modest number of genes in rod and cone photoreceptors, as well as bipolar neurons, showed statistically significant changes in gene expression (Figure 4—figure supplement 1, Supplementary file 3). A subset of phototransduction (*Pde6g*, *Guca1a*, *Pdc*, *Rcvrn*), photoreceptor-specific structural components (*Rom1*), and rod-specific transcription factors *Nrl* and *Nr2e3* all showed modest but significant increases in expression in rods, while transcription factors such as *Otx2* and *Prdm1*, which are more prominently expressed in immature photoreceptors, showed significantly reduced expression. Cone photoreceptors showed increased expression of some phototransduction components (*Pde6c*, *Rcvrn*, *Guca1a*) and decreased expression of others (*Arr3*).

**Figure 5.**
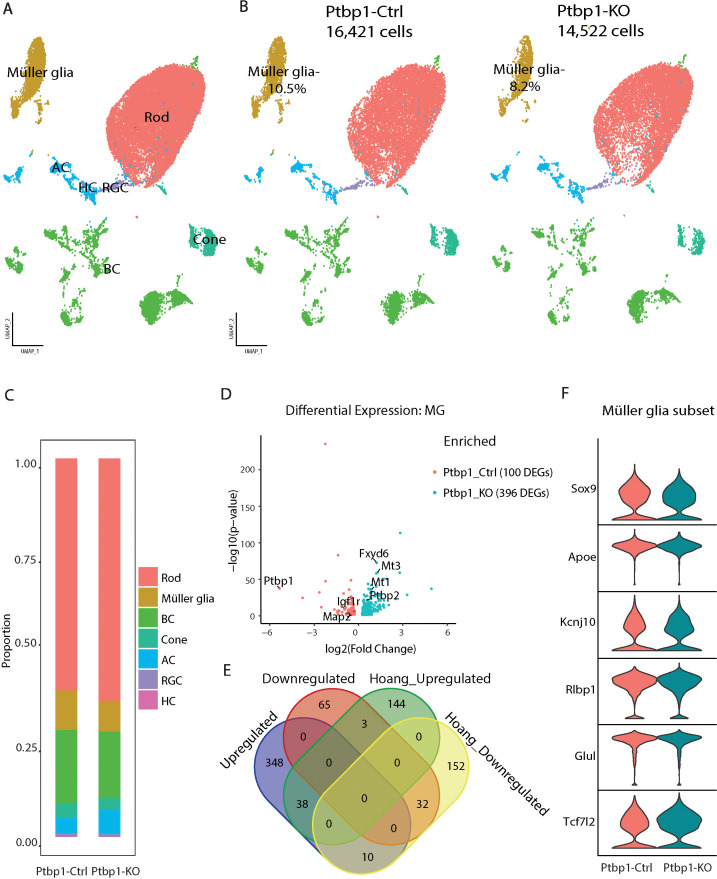
Single-cell RNA-sequencing (ScRNA-seq) analysis reveals modest transcriptional changes in Mϋller glial gene expression in *Chx10-Cre;Ptbp1^lox/lox^* mice. (**A**) Uniform manifold approximation and projection (UMAP) plots showing cell types captured in the *Chx10-Cre;Ptbp1^+/+^* (Ptbp1-Ctrl) and *Chx10-Cre;Ptbp1^lox/lox^* (Ptbp1-KO) merged dataset. (**B**) UMAP plots showing cell types separated by genotype with the percentage of Mϋller glia in each group. (**C**) Barplot showing cell proportions for each cell type in both genotypes. (**D**) Volcano plot showing differentially expressed genes in Mϋller glia between Ptbp1-Ctrl and Ptbp1-KO samples. (**E**) Venn diagram comparison of upregulated and downregulated differentially expressed genes for Mϋller glia between this dataset and previously published data analyzing Mϋller glia-specific loss of function of *Ptbp1* (Hoang et al., 2022). (**F**) Violin plot showing no significant changes in the expression of canonical Mϋller glia markers in Ptbp1-KO sample compared to Ptbp1-Ctrl.

The largest number of differentially expressed genes were observed in Müller glia (Figure 5d). Several of the most strongly upregulated genes – notably including *Ptbp2*, *Fxyd6*, *Mt1*, and *Mt3* – were previously found to be upregulated by selective loss of function of *Ptbp1* in mature Müller glia in *Glast-CreER;Ptbp1^lox/lox^* mice, with nearly a third of all significantly downregulated genes shared between both mutants (Hoang et al., 2022; Figure 5e, Supplementary file 3). However, no significant changes in canonical markers of Müller glia such as *Sox9*, *Apoe*, *Glul*, or *Rlbp1* were observed (Figure 5f).

## Discussion

Previous studies have reported that Ptbp1 acts in neural progenitors in the CNS as a master repressor of neuronal fate (Hu et al., 2018; Shibasaki et al., 2013). If this were the case, we would expect that *Ptbp1* loss of function in early development would rapidly lead to precocious cell cycle exit and reduction in the number of progenitor cells. As a result, we would expect to observe an overrepresentation of early-born cell types such as retinal ganglion cells and cone photoreceptors at the expense of late-born cell types such as bipolar interneurons and, in particular, Müller glia. However, we observe that while Ptbp1 is robustly expressed in both retinal progenitors and mature glia, as in other CNS regions, loss of *Ptbp1* function in early-stage retinal progenitors does not induce any significant developmental defects. Despite efficient and widespread loss of Ptbp1 expression from E14 onwards, we do not observe any changes in progenitor proliferation, retinal cell type composition, or expression of canonical Müller glia marker genes in mature retina. The changes in gene expression that are observed in adolescent *Ptbp1*-deficient retinas are quite modest, although increased levels of several photoreceptor-specific genes are observed. This is consistent with previous studies showing that *Ptbp1* knockdown enhances photoreceptor-specific splicing of a subset of alternatively spliced genes (Ling et al., 2020), and implies that this may indirectly increase expression of a subset of rod-specific genes.

At E16, however, homozygous *Ptbp1* mutants do show changes in gene expression consistent with previously reported functions. These retinas show increased expression of *Ptbp2*, the neuronally enriched paralog of *Ptbp1*, along with increased expression of genes specific to late-stage progenitors and photoreceptor precursors. Furthermore, *Ptbp1* mutants exhibit altered RNA splicing and inclusion of a subset of exons specific to rod photoreceptors. While this is apparently consistent with reports that developmental loss of *Ptbp1* function promotes neurogenesis by inducing a neuronal-like splicing pattern in neural progenitors (Boutz et al., 2007; Hu et al., 2018; Shibasaki et al., 2013; Vuong et al., 2016), this does not result in changes in either progenitor proliferation or any change in retinal cell type composition in either the developing or adolescent retina. This argues against the idea that *Ptbp1* loss simply accelerates the timing of neurogenesis, as there is no evidence for increased photoreceptor production or altered proliferation in embryonic or neonatal retina. An alternative interpretation would be that *Ptbp1* loss of function leads to the precocious formation of ectopic neurons which rapidly undergo cell death. Further studies will be needed to resolve this question.

Following closely behind studies that fail to show any role for Ptbp1 in regulating glia-to-neuron reprogramming in adult CNS (Chen et al., 2022; Hoang et al., 2023; Hoang et al., 2022; Wang et al., 2021), these findings call into question previous models that place Ptbp1 in a central position in controlling developmental neurogenesis. The reason for this discrepancy is not entirely clear. Previous studies using knockdown may have been complicated by off-target effects (Jackson et al., 2003), and conditions for in vitro analysis may not have accurately replicated conditions in the native CNS. It is also possible that compensatory mechanisms differ between knockdown and knockout approaches. Notably, a recent study (Konar et al., 2025) reported that *Ptbp1* knockdown promotes Müller glia proliferation in zebrafish, suggesting that the effects of acute reduction of *Ptbp1* mRNA may not fully mirror those of complete loss of function. Alternatively, upregulation of the widely expressed paralog *Ptbp2* may have compensated for developmental defects resulting from *Ptbp1* loss of function. Generation of conditional double mutant mice will be necessary to definitively exclude this possibility. Additionally, the use of *Chx10-Cre* in this study does not exclude a potential role for *Ptbp1* during early stages of retinal development prior to E11, when the Cre is first expressed. Regardless, this study demonstrates that *Ptbp1* is dispensable for the process of retinal cell fate specification, and we anticipate that this will likely hold for other CNS regions.

## Methods

### Mice

Mice were raised and housed in a climate-controlled pathogen-free facility on a 14/10 hr light/dark cycle. Mice used in this study were *Chx10-Cre* (JAX #005105) *Ptbp1^lox/lox^* mice carrying loxP sites that flank the promoter and 1st exon of *Ptbp1* were generated as described previously (Shibayama et al., 2009). 

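In the GENCODE annotation of GRCm38, *Ptbp1* has 16 transcripts, 6 of them protein-coding, with up to 14 exons. In 10 transcripts, including 4 that are protein-coding, the first exon ends at 79854721 of chromosome 10 and starts between 79854427 and 79854668. The other 6 begin further into the gene, between 79855038 and 79862017, outside that first exon.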

*Chx10-Cre;Ptbp1^lox/lox^* mice were generated by crossing *Chx10-Cre* with conditional *Ptbp1^lox/lox^* mice. *Chx10-Cre;Ptbp1^lox/lox^;Sun1-GFP* mice were also examined in some cases to visualize Cre activity in postmitotic neurons (Mo et al., 2015). Maintenance and experimental procedures performed on mice were in accordance with the protocol approved by the Institutional Animal Care and Use Committee (IACUC) at the Johns Hopkins School of Medicine under protocol number MO22M22.

### EdU treatment

*Chx10-Cre* control and *Chx10-Cre;Ptbp1^lox/lox^* neonatal mice were administered EdU (Abcam, #ab146186) via subcutaneous injection at P0 [10–20 μl of 5 mg/ml in PBS]. Retinas were collected 2 hr post-EdU injection for analysis.

### Immunohistochemistry and imaging

Collection and immunohistochemical analysis of retinas were performed as described previously (Hoang et al., 2020). Briefly, mouse eye globes were fixed in 4% paraformaldehyde (Electron Microscopy Sciences, #15710) for 1 hr at 4 °C. Retinas were dissected in 1 x PBS and incubated in 30% sucrose overnight at 4 °C.

Retinas were then embedded in OCT (VWR, #95057–838), cryosectioned at 16 μm thickness, and stored at −20 °C. Sections were dried for 30 min in a 37 °C incubator and washed 3×5 min with 0.1% TritonX-100 in PBS (PBST). EdU labeling was performed by using the Click-iT EdU kit (Thermo Fisher, #C10340) following the manufacturer’s instructions. Sections were then incubated in 10% Horse Serum (Thermo Fisher, #26050070), 0.4% Triton X-100 in 1 x PBS (blocking buffer) for 2 hr at room temperature (RT) and then incubated with primary antibodies in the blocking buffer overnight at 4 °C. Primary antibodies used in this study were: rabbit anti-Ptbp1 (1:200, Invitrogen, #PA3-81297), rabbit anti-Ptbp1 (1:200, ABclonal, #A6107), rabbit anti-RBPMS (1:200, Proteintech, #151871-AP), rabbit anti-cone arrestin (1:200, Millipore Sigma, #AB15282), goat anti-OTX2 (1:200, R&D Systems, #AF1979), mouse anti-HuC/D (1:200, Thermo Fisher Scientific, #A21271), mouse anti-NeuN (1:200, SigmaAldrich, #MAB377), rabbit anti-SOX9 (1:200, SigmaAldrich, #AB5535), and chicken anti-GFP (1:400, Thermo Fisher Scientific, #A10262). An equal mixture of anti-HuC/D and NeuN antibodies was used to detect amacrine and ganglion cells.

Sections were washed 3×5 min with PBST to remove excess primary antibodies and were incubated in secondary antibodies in blocking buffer for 2 hr at RT. Sections were then counterstained with DAPI in PBST, washed 3×5 min in PBST and mounted with ProLong Gold Antifade Mountant (Invitrogen, #P36935) under coverslips (VWR, #48404–453), air-dried, and stored at 4 °C. Fluorescent images were captured using a Zeiss LSM 700 confocal microscope.

### Cell quantification and statistical analysis

Ptbp1-positive, Sox9-positive, HuC/D/NeuN-positive, Otx2-positive, Rbpms-positive, and ArrestinC-positive cells were counted in total from 300 µM sections per retina. For cell proliferation quantification, EdU-positive cells were counted from 300 µM sections per retina. Each data point in the bar graphs was calculated from an individual retina. All cell quantification data were graphed and analyzed using GraphPad Prism 10. Multiple unpaired *t* tests or Mann-Whitney tests were used for analysis between samples of multiple groups. In all tests, values of *p*<0.05 were considered to indicate significance.

### Retinal cell dissociation

Briefly, one female mouse per genotype was euthanized by CO_2_. Retinas were dissected in fresh ice-cold PBS and retinal cells were dissociated using Papain Dissociation System (LK003150, Worthington). Dissociated cells were resuspended in ice-cold HBAG buffer containing 9.8 mL HibernateA (BrainBits, #HALF500), 200 mL B27 (ThermoFisher, #17504044), 20 mL GlutaMAX (ThermoFisher, #35050061), and 0.5 U/mL RNAse inhibitor. Cells were filtered through a 50 mm filter. Cell count and viability were determined by using 0.4% Trypan blue.

### Bulk RNA-sequencing library preparation

Retinas were dissected from E16 mice embryos and stored at –80° C. Frozen retinal tissue was pooled into seven samples by genotype: wildtype (WT (six pooled retinas)); heterozygous *Ptbp1* mutant *Chx10-Cre;Ptbp1^lox/+^* (Het1 (five pooled retinas), Het2 (five pooled retinas), Het3 (six pooled retinas)); and homozygous *Ptbp1* mutant (KO1 (four pooled retinas), KO2 (four pooled retinas), and KO3 (six pooled retinas)). RNA was extracted using the RNeasy Micro Plus kit (Qiagen). Illumina Stranded mRNA Prep Ligation kit was used for bulk RNA library preparation. Libraries were sequenced on the Illumina NovaSeq X.

### Single-cell RNA-sequencing (scRNA-seq) library preparation

ScRNA-seq were prepared on dissociated retinal cells using the 10 X Genomics Chromium Single Cell 3’ Reagents Kit v3.1 (10X Genomics, Pleasanton, CA). Libraries were constructed following the manufacturer’s instructions and were sequenced using the Illumina NovaSeq 6000. The sequencing data were aligned to the mm10 reference genome and a cell-by-gene matrix was generated using the Cell Ranger 7.0.1 pipeline (10 X Genomics).

### ScRNA-seq data analysis

ScRNA-seq of control *Chx10-Cre;Ptbp1^+/+^* and homozygous mutant *Chx10-Cre;Ptbp1^lox/lox^* mice were analyzed using the Seurat package (Hao et al., 2021). Briefly, cells were filtered to retain those with more than 200 and fewer than 5000 detected genes, more than 700 and fewer than 10,000 total transcripts, and less than 20% mitochondrial gene content. The data were normalized using the default log-normalization parameters, the top 4000 highly variable features were identified, and the data were scaled while regressing out mitochondrial gene content. Principal component analysis (PCA) was then performed on the variable genes followed by Louvain clustering and UMAP visualization using the top 12 principal components. Expression of key marker genes within each cell cluster were used to confirm the appropriate assignment of cell types. Differentially expressed genes between groups were determined using the Wilcoxon rank sum test. The clusterProfiler R package was used to perform gene ontology enrichment analysis of biological processes found in the differentially expressed gene lists (Yu et al., 2012).

### Bulk RNA-seq analysis

Reads were processed using the rMATS-turbo pipeline (Wang et al., 2024), which performs alignment with STAR and custom splice junction counts. Alignments were generated using the GRCm38 mouse genome (Release M10) with GENCODE annotation. Gene-level counts were then extracted from the resulting BAM files using featureCounts, and differential gene expression was analyzed with the DESeq2 package in R (Liao et al., 2014; Love et al., 2014). Comparisons between *Ptbp1* heterozygous (Het) and knockout (KO) samples identified differentially expressed genes based on an absolute log2 fold change greater than 0.263 (representing at least a 20% change in expression) and an adjusted p-value below 0.05. We incorporated publicly available bulk RNA-seq datasets for comparative analysis, including embryonic day 16 retina (E16: GSM2720095, GSM2720096), postnatal day 28 retina (P28: GSM2720111, GSM2720112), Thy1-positive neurons (GSM2392791), astrocytes (GSM1269903, GSM1269904), microglia (GSM1269913, GSM1269914), hair cells (GSM1602228, GSM1602229), and heart tissue (GSM1223635) (Brooks et al., 2019; Cai et al., 2015; Giudice et al., 2014; Yang et al., 2017; Zhang et al., 2014). Hair cells and heart tissue samples were chosen as examples of high and low Ptbp1 expression, respectively, based on data from ASCOT (Ling et al., 2020). We generated a Pearson correlation matrix to assess overall sample similarity. Splicing differences were evaluated using filtered rMATS output, applying the following thresholds: read coverage ≥15, minimum PSI = 0.05, maximum PSI = 0.95, significant FDR (sigFDR)≤0.05, |ΔPSI|≥0.10, background FDR (bgFDR)≤0.5, and background within-group ΔPSI ≤0.2. For the E16 and P28 retina datasets, we used more relaxed filters (read coverage ≥0, PSI between 0.01 and 0.99) to ensure inclusion of lower-abundance events. Splicing events specific to rods and various neuronal subtypes were queried from the ASCOT supplementary files and visually inspected using the UCSC Genome Browser to assess their presence in bulk RNA-seq datasets. This analysis followed the approach described in previous studies (Carmen-Orozco et al., 2024; Ling et al., 2020).

## Data Availability

All raw RNA-Seq and scRNA-Seq data are publicly available through the Gene Expression Omnibus under accession numbers GSE300588 and GSE300607. Analysis scripts used in this study are accessible at: https://github.com/csanti88/ptbp1_2025 (copy archived at Santiago, 2025). Bulk RNA-seq and other tissue track plots visualizations are available at: https://genome.ucsc.edu/s/roggercarmen/Ptbp1KO_Retina. The following datasets were generated: AppelA Carmen-OrozcoRP SantiagoCP HoangT BlackshawS 2025Ptbp1 is not required for retinal neurogenesis and cell fate specificationNCBI Gene Expression OmnibusGSE30058810.7554/eLife.108331PMC1267789441342897 AppelA Carmen-OrozcoRP SantiagoCP HoangT BlackshawS 2025Ptbp1 is not required for retinal neurogenesis and cell fate specificationNCBI Gene Expression OmnibusGSE30060710.7554/eLife.108331PMC1267789441342897

# Supplementary material for: Ptbp1 is not required for retinal neurogenesis and cell fate specification
**Source:** eLife. 2025 Dec 4;14:RP108331. doi: 10.7554/eLife.108331
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Methods section/ Data Availability |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods section/ Immunohistochemistry and Imaging |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Methods section/ Mice |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods section/ Mice, Retinal cell dissociation; Results section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Methods section |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods section/ Cell quantification and statistical analysis |  |
| Randomisation | Randomization was not applicable in this study as animals were assigned to experimental groups based on genotype (knockout vs. control) determined by breeding. All animals were handled and processed using the same procedures to reduce experimental bias. |  |
| Blinding | Methods section/ Cell quantification and statistical analysis |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Methods section |  |
| Define whether data describe technical or biological replicates. | Methods section |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods section/ Mice; Protocol approved by the Institutional Animal Care and Use Committee (IACUC) at the Johns Hopkins School of Medicine under protocol number MO22M22 |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Methods section |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Methods section/ Data Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Methods section/ Data Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Reference section |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Methods section/ Data Availability |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods section/ Data Availability |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Reference section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

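Bulk RNA-seq was measured in 7 libraries of E16 mouse retina, made from 36 pooled retinas: 1 WT, 3 Het and 3 KO. The authors aligned the reads with STAR within rMATS-turbo and counted them on genes with featureCounts, and the deposited table holds these counts per gene, as whole numbers without normalization. It has 0 other value columns. All 48440 rows carry a gene identifier, and 121 rows repeat a gene symbol, so genes were followed by identifier. Strand and the treatment of multi-mapping reads are not named in the paper's text, so counts of pseudogenes, close paralogs and overlapping genes are uncertain. The total per library ranged from 120593979 to 171117305 counts, and the 10 most abundant genes took 3.98% to 4.63% of a library. A group with at most 3 counts in every library was treated as a lower limit of detection.

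The counts were fitted with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its defaults on genotype (20019 genes) and normalized by TMM, with factors from 0.988 to 1.03. All 7 libraries entered one quasi-likelihood fit (glmQLFit and glmQLFTest, not robust) with a mean per genotype, and KO was compared with Het. The common dispersion was 0.0460, a biological coefficient of variation of 21.5%. p-values were adjusted by Benjamini-Hochberg over the genes tested. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 at a correlation of 0.01, and beside it with fry and with an estimated correlation. On simulated counts with 200 changed genes, the edgeR script recovered 153 of them (76.5%) with 9 false calls among 19622 genes tested, and the DESeq2 1.42.0 script 171 (85.5%) with 58 false calls among 18847. Every simulated change had the same size, well above the fold-change limit, and lay in genes with ample counts. Recovery of smaller changes was therefore not measured.

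Before the data were examined, the sample groups, the designs, the gene lists, the rule for naming genes and nearly all alternatives were fixed. The rule names every gene the paper's text, Figure 2A or Figure 2B gives for E16, those it gives for the P30 data, the 5 largest rises and 5 largest falls among differentially expressed genes with at least 50 normalized counts on average and no overlap of Het and KO, and the 3 most abundant genes of a list under discussion. *Xist* was added after its values were seen. The result for 1 gene is not reported here. The 11 lists, written by hand with part of the paper's gene table in view, cover photoreceptors, synapses, early RPCs, late RPCs, ganglion cells, the cell cycle, muscle, lens, pigmented cells, erythroid cells and chromosome Y. No gene is in more than 1 list. The paper's table of differentially expressed genes was held only in part, with 1997 of 2075 genes, so no overlap or enrichment was computed on it.

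The alternatives were DESeq2's Wald test, RLE and upper-quartile normalization, no filter, at least 10 counts in every library, the 6 Het and KO libraries alone, the replicate number as a block, each Het and KO library left out in turn, adjusted p alone, glmTreat, protein-coding genes alone, other correlations for the lists, other pseudocounts or gene sets for the correlations between libraries, and other numbers of neighbours of *Ptbp1*. Thinning of the counts to the smallest library, the refits of the chromosome 17 stretch, the WT share over calls of a fit without WT, and the lists without the genes the paper names, were chosen after seeing the data. Coordinates and gene types come from a GENCODE annotation of GRCm38, which places 19931 of the tested genes. Regions were compared with 1000 shuffles of the calls among genes of like expression (20 bins), in windows of 100 neighbouring genes. Random lists were drawn 10000 times from the 200 genes nearest to each list gene in mean expression, GC content and length. No pair of replicates was a copy, since their counts differed by 14.0 to 53.2 times the counting variance. Splicing, single-cell data, immunostaining and the reference tissues were not analysed here.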

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

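The tests of muscle, of the sex of the pools and of chromosome 17 below were chosen after the results were seen, except the count of splits. Signals in genes the paper does not discuss are listed here.

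In a stretch of chromosome 17 from 21879570 to 25575043, 37 of 100 tested genes were differentially expressed, 34 lower and 3 higher in KO, against 7.06% of the 19799 genes elsewhere. The largest number in any window of 1000 shuffles among genes of like expression was 27, and 0 of the shuffles held a window as full (permutation p = 0.001, the smallest they can give). Of 10000 random lists matched on expression, GC content and length, 0% had a median log2 fold change as low as that of the stretch, -0.27, a rank that excludes nothing for a stretch picked by its calls. The matched genes did not shift, with a middle median of -0.016, which argues against GC content or gene length. Without Het2, 22 genes were called there, and 21 of the 37 were called in all 6 fits that each left out a library. 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many calls in the stretch, and 10 splits cannot give a share below 0.1.

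A change in copy number as the whole cause is argued against by the spread: the interquartile range of log2 fold changes was 0.359, and only 2 of 172 windows on other chromosomes were as wide. A smaller change in copy number stays open, as the median of -0.27 went that way but fell short of the size set for it. Of the genes of the stretch above 1 CPM, 87.5% were lower in KO by uneven amounts. That may reflect reads of a non-reference haplotype that map less well, which would need the reads to test. A strain haplotype that differs between the Het and KO pools could also leave calls like the 21 that held in every fit, but the test had looked for genes going both ways, and 34 of 37 went down. These explanations cannot be told apart from counts per gene alone. *Ptbp1* lies on chromosome 10, so linkage to the floxed allele would not account for a haplotype on chromosome 17. An effect of *Ptbp1* loss itself stays open and untested. WT was nearer Het in 36 of the 37 genes. On the whole of chromosome 17, the stretch included, 126 of 905 tested genes were called (13.9%), the largest share of any autosome. *H2-T24* and *H2-Ab1* lie further along it. Both were low in Het3 as in KO, at 0.0329 and 0.0923 CPM. In Het1 and Het2, *H2-T24* was at 3.47 and 2.11 CPM and *H2-Ab1* at 2.55 and 2.06 CPM, so their falls rest on these libraries. Windows on chromosome 9 (24 calls), chromosome 11 (25) and chromosome 12 (21) also passed the limit of 20 that 95% of the shuffles kept to, and their causes were not tested.

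The muscle list had a mean log2 CPM of 3.07 in Het1, against -2.09 to -1.60 in the other 6 libraries. All 30 tested genes of the list were highest in Het1, among them the abundant *Myh3* at 88.8 CPM, *Acta1* at 64.2 CPM and *Mylpf* at 41.3 CPM. WT expressed 7 of the 30 above 1 CPM. An effect of the genotype on the list as a whole is argued against, since the median log2 fold change was -0.11 without Het1 and -3.34 with it. The pattern is consistent with muscle tissue in that pool, as a hypothesis from 30 of 30 genes. By edgeR 0 genes of the list were differentially expressed and 20 had an unadjusted p below 0.05, and DESeq2 called 6. Without Het1, edgeR called 2 genes of the list. In the list test its adjusted p was 0.00103 by camera and 0.376 by fry. In KO or Het, 2 genes of the list were at or under 3 counts, and with these at their bounds the median stayed at -3.34.

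The pigmented cell list also had its highest mean in Het1, 3.37 against -0.16 to 1.21 in the others, and 14 of its 15 tested genes were highest there. WT expressed 9 of them above 1 CPM. Its most abundant genes in the Het libraries were *Pmel* at 123 ± 171 CPM, *Trpm1* at 59.5 ± 50.3 CPM and *Dct* at 37.99 ± 52.2 CPM (SD, n = 3). No separate test was made of its source, and no biological explanation was tested.

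The list of 4 chromosome Y genes, all expressed in WT, had a mean log2 CPM of -4.29 in KO2, against 3.05 to 4.73 in the other 6 libraries. *Xist* was highest in KO2, at 232 CPM, against 105 and 163 CPM in KO1 and KO3, 11.2, 68.8 and 49.2 CPM in Het1 to Het3 and 67.5 CPM in WT. This is consistent with a KO2 pool of female embryos, with *Xist* at 232 CPM as the test. KO1 (3.05) and KO3 (3.49) were also below the Het libraries (3.92 to 4.73) in the mean of the list and above them in *Xist*, so the share of female embryos appears to differ between the genotypes. By edgeR 0 of the 4 genes were differentially expressed and 0 had an unadjusted p below 0.05, and *Xist* had a log2 fold change of 1.96 (adjusted p = 0.0919). *Xist* was called by DESeq2 and with the replicate block.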

How the results depend on the processing

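Thinning, the fits of chromosome 17, the share of genes nearer Het from a fit without WT and the lists without the genes the paper names were chosen after the data were seen. Of the results with a value under several settings, the directions of *Ptbp1*, *Ptbp2* and the photoreceptor, synaptic, early RPC and late RPC medians were the same under every alternative run.

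The 1445 differentially expressed genes became 2221 at an adjusted p below 0.05 alone and 217 with glmTreat, which by construction are a looser and a stricter limit. DESeq2 called 2070, of which 1376 were among the 1445, and its 1009 genes lower in KO exceeded 643 by more than 1.5 times, while its 1061 higher did not. The cause was not tested. RLE gave 1457, upper-quartile normalization 1460, no filter 1332, at least 10 counts in every library 1552, the 6 libraries alone 1544 and protein-coding genes alone 1302. Across the 6 fits that each left out a library, the number ranged from 386 (without Het2) to 1674 (without KO3), with 167 to 792 genes higher and 219 to 882 lower in KO; without Het3 it was 496 and without KO2 612. These fits have fewer samples. Of the 386, 375 were among the 1445. The 23 genes named by the paper that were differentially expressed became 7 to 20 in these fits and 19 to 26 otherwise.

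The log2 fold change of *Ptbp1* ranged from -3.70 to -2.56 in the fits that left out a library, and passed the limits only without KO2 and without KO3. With the replicate numbers as a block, 1268 genes were called. The numbers do not pair the samples, since deviations of same-numbered Het and KO libraries correlated at -0.12, 0.26 and 0.02.

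With camera's correlation estimated from the data, 0 of the 11 lists passed an adjusted p of 0.05 and 1 had an unadjusted p below 0.05, so that the photoreceptor (median 0.66), synaptic (0.22), early RPC (-0.41), late RPC (0.22), muscle (-3.34) and lens (-0.31) lists no longer passed. With fry 4 lists passed and 6 had an unadjusted p below 0.05, and the muscle (-3.34) and lens (-0.31) lists did not pass. The lens list, with 4 of 24 genes called lower, reversed without KO1, and its median ranged from -2.51 to 0.078 in the fits that left out a library. With at least 10 counts in every library its median was -0.31 and no longer passed. The muscle median ranged from -3.89 to -0.11. Without the genes the paper names, the photoreceptor median was 0.49 and the early RPC median -0.40. The late RPC median was 0.14, which is below that of the full list by more than 1.5 times. Each list still passed by camera. The cause of the late RPC shift was not tested. The lists were written with part of the paper's table in view, so these passes are not independent evidence.

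The mean correlation between WT and KO was 0.994 over all filtered genes, 0.939 with a pseudocount of 0.1 CPM and 0.919 with DESeq2's normalized counts. The share of genes with WT nearer Het was 89.9% for DESeq2's calls, 94.2% for the calls of the fit without WT and 95.2% to 97.9% in the fits that left out a library. The causes were not tested.

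Directions of single genes reversed only where the change was near 0 or rested on Het1. *Gnb1* was at 0.00054 with at least 10 counts in every library. In the fits that left out a library, *Gnb1* ranged from -0.032 to 0.048, *Glul* from -0.076 to 0.082, *Cplx2* from -0.066 to 0.096, *Sox9* from -0.077 to 0.023, *Ina* from -0.063 to 0.035, *Myh3* from -5.30 to 0.051, *Acta1* from -5.24 to 0.22 and *Mylpf* from -3.08 to 0.10. The cause was not tested. Of the other results for single genes and shorter lists, 111 changed to the weaker side of the limits and 35 to the stronger, and 28 without a test moved by more than the replicates spread.

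The depth of over 120593979 counts per library leaves few genes at the limit of detection. The results are limited by the 3 pools per genotype and the single WT library. The muscle and pigmented cell genes in Het1, the sex of the pools and the chromosome 17 stretch described above also bear on the comparison. So do the lens genes, which were uneven between libraries.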

Differences from the paper's values

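The mean Pearson correlation between WT and the KO libraries was 0.952, against the paper's value of about 0.96 in Figure 2—figure supplement 2D, read by eye. Between WT and Het1 it was 0.993, against the paper's about 0.98, read by eye in the same figure. None of the alternatives set before the data were examined (all filtered genes, a pseudocount of 0.1 CPM, DESeq2's normalized counts) closed either gap. The paper's values were read to 2 digits, and the limit for counting a difference was chosen in this re-analysis. The gap for KO may thus lie within the reading, as single KO libraries ranged from 0.945 to 0.958.

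The paper labels *Nr2f1*, *Hes1*, *Pou4f2* and *Id1* among select differentially expressed genes in Figure 2B and *Rdh8* and *Apoa1* in Figure 2A. These 6 did not pass the limits here, with adjusted p of 0.0590, 0.0747, 0.0524, 0.0518, 0.0533 and 0.136 from edgeR's quasi-likelihood test. *Nr2f1*, *Hes1* and *Id1* were also under the fold-change limit of 0.263, with log2 fold changes of -0.24, -0.16 and 0.19. With DESeq2, *Nr2f1* and *Hes1* had adjusted p of 0.00212 and 0.0134 and missed the fold-change limit alone. *Nr2f1* passed without Het1. *Pou4f2* passed with DESeq2, with no filter, with at least 10 counts in every library, with the 6 libraries alone, with the replicate block and without KO2. *Rdh8* passed with DESeq2, with the 6 libraries alone, with the replicate block, without Het1 and without KO3. *Hes1*, *Id1* and *Apoa1* passed under none of the 13 alternatives.

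The number of differentially expressed genes was 1445 with edgeR and 2070 with DESeq2, the tool the paper's methods name, against the paper's 2075.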

Other observations

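The tests of sex, pseudogenes, developmental stage and the shift of matched genes in this part were chosen after the results were seen.

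The 1445 differentially expressed genes were tested against technical explanations. Of the 200 tested genes nearest *Ptbp1*, 100 on each side, 9 (4.5%) were differentially expressed, against 1390 of 18996 other autosomal genes (odds ratio 0.597, Fisher's exact p = 0.169), so a strain haplotype linked to the floxed allele is not seen as an excess of calls there. After thinning every library to the smallest total, 93.9% of the 1445 genes were still called, which argues against library depth. Genes on chromosomes X and Y were called less often than autosomal genes (odds ratio 0.658, Fisher's exact p = 0.0147), but this excludes nothing about the sex of the pools. *Ddx3y* (-1.66), *Eif2s3y* (-1.69) and *Kdm5d* (-1.46) were lower in every KO library than in every Het library and *Xist* (1.96) was higher, by log2 fold change, yet edgeR called none of these 4 genes, with KO2 or without it, and *Xist* alone had an unadjusted p below 0.05. A test on calls can thus miss sex-linked shifts. A mix of male and female embryos as the whole cause would put each KO library where its chromosome Y genes lie on the line from the Het mean (0) to the mean of the other 2 KO libraries (1), which is 1.96 for KO2. In the 612 genes called without KO2, it had a median position of 0.870 (quartiles 0.717 and 1.04). There 0% were at 1.96 or past it, so KO2 did not lie where sex alone would put it. KO1 (0.953, against 0.816 from chromosome Y) and KO3 (0.701, against 0.549) were nearer to what sex would give, so the test rests on KO2. The limit first set also asked that the lower quartile of KO3 (0.454) exceed 0.549, which it did not, and was reduced to KO2 after the values were seen. With the evidence from a single library and a limit changed afterwards, sex as the whole cause is not excluded. A share of the calls due to sex stays open too. Pseudogenes were called less often than protein-coding genes (odds ratio 0.507, Fisher's exact p = 6.72e-07). This excludes nothing about reads shared with pseudogenes, since the groups were not matched on expression. Shared reads could also change the counts of protein-coding genes. Only the real split, 1 of the 10, gave as many genes; 8 of the other 9 gave 0 and 1 gave 1, with 257 to 993 genes at an unadjusted p below 0.05 against 5952 in the real split.

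For the photoreceptor list, 1 of the 10 splits gave as small a camera p, for the synaptic list 2, for the early RPC list 1 and for the late RPC list 2. The photoreceptor and synaptic medians each exceeded 100% of 10000 random lists matched on expression, GC content and length, as did the 33 photoreceptor genes the paper does not name. The lists were written with part of the paper's table in view, so this rank excludes nothing. The matched genes themselves, which lie outside the lists, did not shift, with middle medians of -0.017 for the photoreceptor list and 0.0080 for the synaptic list. This argues against GC content or gene length as the cause of medians of 0.66 and 0.22. Non-retinal tissue in Het1 is argued against by the photoreceptor median of 0.77 without that library. A later stage of the KO embryos at dissection could also raise photoreceptor genes. The cell cycle list, which would then fall, had a median of 0.088, with 27 of 30 genes higher, 0 called and 12 at an unadjusted p below 0.05 (camera, adjusted p = 4.98e-05). That test cannot tell an older pool from a change in timing within it, and they cannot be told apart because the labels give one age for all pools. An acceleration caused by loss of *Ptbp1* stays open as well.

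The ganglion cell list, all of whose 27 genes are above 1 CPM in WT, had a median log2 fold change of -0.12, with 2 genes called higher and 6 lower (camera, adjusted p = 2.63e-05, and 0.0502 by fry). Without Het2 or Het3, 2 of its genes were called. The erythroid list had a median of -1.70, with 5 of 9 genes above 1 CPM in WT, 0 called and 4 at an unadjusted p below 0.05 (camera, adjusted p = 0.000400), and its mean log2 CPM was -1.90 in KO1 and -1.73 in KO2 against 1.52 to 3.07 in the other libraries. Without KO3, all 9 genes were called and the median was -3.56, and the replicate block gave 4 calls and DESeq2 3. The lens list had a median of -0.31 with 7 of 24 genes above 1 CPM in WT (camera, adjusted p = 0.00379). Its mean log2 CPM was -3.79 in KO1 and -2.23 in KO2, against -1.22 to 0.41 in the other libraries. Its 4 calls became 0 without Het2, Het3 or KO2, 1 without KO1 and 6 without KO3, and its median was -0.031 without Het3, -0.047 without KO2 and -2.51 without KO3. The chromosome Y list had a median of -1.61 (camera, adjusted p = 0.0344), and of -1.03 without KO2. The pigmented cell list had a median of -2.22 (camera, adjusted p = 0.00281), and of -0.45 without Het1, with 1 call that became 3 without KO3.

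Remaining *Ptbp1* and the distance of a KO library from WT did not rank alike. Across the 1445 genes, the correlation with WT was 0.945 for KO1, 0.953 for KO2 and 0.958 for KO3, while *Ptbp1* was lowest in KO2 and highest in KO3. With 3 libraries no relation was tested.

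Of the genes the paper reports for P30 rods, cones and Müller glia, *Pde6g* (1.48), *Pdc* (1.24), *Rom1* (1.07), *Nrl* (1.41) and *Pde6c* (1.43) were also differentially expressed upward at E16, by log2 fold change. None of the 5 kept the call without Het2 or without Het3. *Pde6g* also lost it without KO1, KO2 or KO3, *Rom1* without Het1 or KO2, and *Pde6c* without KO2. *Nr2e3* (3.34), *Rcvrn* (3.52) and *Ptbp2* (0.30), which the paper also reports as raised at P30, were differentially expressed upward at E16 too. *Ptbp2* kept the call under all 13 alternatives. *Nr2e3* lost it only without Het2, and *Rcvrn* without Het2 or without Het3. *Prdm1*, lower in P30 rods in the paper, was higher at E16, with 35.8 CPM in WT, 102 ± 13.8 CPM (SD, n = 3) in Het and 163 ± 0.950 CPM (SD, n = 3) in KO (log2 fold change 0.69), and was differentially expressed under all 13 alternatives. *Guca1a*, *Otx2*, *Arr3*, *Fxyd6*, *Mt1*, *Mt3*, *Sox9*, *Apoe*, *Glul* and *Rlbp1* were not differentially expressed. *Rlbp1* (0.50) was called without Het1, with a log2 fold change of 0.99 (adjusted p = 0.0361, edgeR). The other 9 were called under none of the 13 alternatives in which they were tested.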
